# Identification of Circular RNAs Related to Vascular Endothelial Proliferation, Migration, and Angiogenesis After Spinal Cord Injury Using Microarray Analysis in Female Mice

**DOI:** 10.3389/fneur.2021.666750

**Published:** 2021-09-03

**Authors:** Xin Ye, Yilei Chen, Jiasheng Wang, Jian Chen, Ying Yao, Lin-lin Wang, Fengdong Zhao

**Keywords:** angiogenesis, circular RNAs, migration, proliferation, spinal cord injury

## Abstract

**Background:** Traumatic spinal cord injury (SCI) can result in severe disability and causes a considerable socio-economic burden worldwide. Circular RNAs (circRNAs) are important regulators of gene expression and pathological processes, and may represent therapeutic targets for SCI. To further evaluate the role of circRNAs in SCI, we elucidated circRNA expression profiles related to vascular endothelial proliferation, migration, and angiogenesis during the early stages of secondary injury in a mouse model of SCI.

**Methods:** Microarray analysis was performed to investigate the circRNA expression patterns in the spinal cord 3 days after SCI in female mice. Bioinformatic analyses, including GO enrichment analysis, KEGG pathway analysis, and circRNA-miRNA-mRNA network construction, were conducted to explore the role of circRNA dysregulation in vascular endothelial proliferation, migration, and angiogenesis following SCI.

**Results:** The expression of 1,288 circRNAs was altered (>2-fold change, *p* < 0.05) in the spinal cord after SCI, consisting of 991 upregulated and 297 downregulated circRNAs. We constructed a circRNA-mRNA network to predict whether these circRNAs could act as “miRNA sponges.” We next assessed the association of altered circRNAs with vascular endothelial proliferation, migration, and angiogenesis using GO and KEGG analyses. Using this analysis, we found that a total of 121 circRNAs were correlated with vascular endothelial proliferation, migration, and angiogenesis in the spinal cord after SCI.

**Conclusions:** Our study provides circRNA expression profiles during the early stages of SCI. circRNA.7079, circRNA.7078, and circRNA.6777 were found to play key roles in the vascular endothelial proliferation, migration, and angiogenesis, and may represent therapeutic targets for SCI.

## Introduction

Traumatic spinal cord injury (SCI) affects ~500,000 people worldwide each year, and its high associated morbidity causes considerable societal burden and socioeconomic impact (1). Patients with SCI often experience devastating neurological impairments and require complex long-term care (2, 3). Non-coding RNAs (ncRNAs) cover more than 98% of the human genome (4), and in the past decade, the biological roles of long non-coding RNAs (lncRNAs) in SCI have been extensively researched, including a large number of studies assessing the regulatory roles of lncRNAs after SCI (5–8). However, the roles of circular RNAs (circRNAs) in SCI are barely known. circRNAs represent a new class of endogenous non-coding RNAs which regulate gene expression in mammals. circRNAs can function as a miRNA sponge to relieve miRNA suppression, thus promoting mRNA translation. For example, CDR1 as sponging miR-7 is related with pathogenesis of lung cancer, breast cancer, glioma, and amyotrophic lateral sclerosis, etc. Contrary to linear RNA, circRNA contains a covalently closed-loop structure without a 5′-3′ polarity and a poly (A) tail (9, 10). Numerous circRNAs are highly conserved, expressed specifically in cell types or developmental stages (11, 12), and have been implicated in the development and pathogenesis of several diseases, including Alzheimer's disease (13).

Recent studies have proposed a significant circRNA dysregulation in the central nervous system following SCI, which may also contribute to disrupted vascular endothelial proliferation, migration, and angiogenesis in SCI (14). circRNAs may therefore represent a new kind of biomarker and therapeutic target for SCI angiogenesis.

In this study, we applied circRNA microarrays to explore circRNA expression levels following SCI in female mice, and subsequently carried out gene ontology (GO) and pathway analyses to further evaluate the function of circRNAs after SCI. Using ceRNA analysis of the circRNA-miRNA-mRNA network, we identified three circRNAs for which related mRNAs may affect the expression of target mRNAs by sponging miRNA. We furthermore predicted miRNAs which could be regulated by these differentially expressed circRNAs using microRNA-circRNA-mRNA network analysis.

## Materials and Methods

### Animals

Young adult C57BL/6 mice (female, 25–30 g, 8 weeks) were housed for at least seven days in a controlled temperature environment (23°C) on a 12 h light/dark cycle before the operation. The mice were allowed *ad libitum* access to water and food except on the day before the operation, on which the mice were allowed only *ad libitum* access to water. All animal procedures were approved by the Institutional Animal Care and Use Committee of the Sir Run Run Shaw Hospital of Zhejiang University School of Medicine, People's Republic of China.

### SCI Model

The SCI model used Allen's method, as described in our previous study (15). Twelve mice were anesthetized intraperitoneally by 1% pentobarbital sodium. They were randomly divided into two groups: SCI group (*n* = 6) and sham group (*n* = 6). The dorsal surface of thoracic spinal cord segments was exposed, taking care to avoid any dural tears at the T9-T10 level after laminectomy. Subsequently, a New York University (NYC) II struck instrument with a 1-mm-diameter impactor from a height of 25 mm was used to induce a moderate contusion injury of the spinal cord at T10. The wound was then closed by suturing the muscle layer using nylon sutures. The same procedure without the contusion injury was performed in the sham group.

### RNA Extraction and Purification

Three days after SCI, six mice (SCI group, *n* = 3; sham group, *n* = 3) were anesthet ized. One cm long segments at the T9-T10 spinal cord enclosing the injured site were rapidly frozen in liquid nitrogen and transported to Shanghai Biotechnology Corporation for microarray analysis on dry ice. Total RNA was extracted and purified using the mirVana™ miRNA Isolation Kit (Cat#AM1561, Ambion, Austin, TX, US) following the manufacturer's instructions and the RIN was assessed on the Agilent Bioanalyzer 2,100 (Agilent technologies, Santa Clara, CA, US).

### Microarray Analysis

Total RNA was amplified and labeled using the Low Input Quick Amp Labeling Kit, One-Color (Cat.#5190-2305, Agilent technologies, Santa Clara, CA, US) following the manufacturer's instructions. Labeled cRNAs were purified using the RNeasy mini kit (Cat. #74106, QIAGEN, GmBH, Germany). Each slide was hybridized with 1.65 μg of Cy3-labeled cRNA using the Gene Expression Hybridization Kit (Cat. #5188-5242, Agilent technologies, Santa Clara, CA, US) in a Hybridization Oven (Cat. #G2545A, Agilent technologies, Santa Clara, CA, US). Slides were then washed in staining dishes according to the manufacturer's instructions (Cat. #121, Thermo Shandon, Waltham, MA, US) with the Gene Expression Wash Buffer Kit (Cat. #5188-5327, Agilent technologies, Santa Clara, CA, US) after 17 h hybridization. Slides were scanned on a Agilent Microarray Scanner (Cat#G2565CA, Agilent technologies, Santa Clara, CA, US) with default settings, as follows: Dye channel: Green, scan resolution = 3μm, PMT 100%, 20 bit. Raw data were normalized using the quantile algorithm of the *limma* package in R. Data were extracted using the Feature Extraction software 12.0 (Agilent technologies, Santa Clara, CA, US).

### Bioinformatics Analysis

Scanned images were imported into the Agilent Feature Extraction software for raw data extraction. Using the R software package *limma*, quantile normalization of raw data and data processing was conducted and low intensity probe filtering was performed. The log2-ratio was used for quantile normalization. Via fold change filtering or volcano plot filtering, differentially expressed circRNAs with statistical significance were identified. Hierarchical clustering was performed to highlight differential circRNA expression patterns among different samples. Significantly differentially expressed circRNAs were selected as follows: Fold change ≥2, *p*-value <0.05. We entered the host genes of differentially expressed circRNAs into the Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov) for annotation and functional analysis. GO analysis including the categories of biological process, cellular component, and molecular function was performed on account of GO (http://www.geneontology.org). The significance of GO term enrichment was indicated by fold change and *P*-value (FC ≥2 and *P* < 0.05 were considered statistically significant). We also used pathway analysis to classify differentially expressed genes on account of the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to predict pathways of interest. mRNAs related to vascular endothelial proliferation, migration, and angiogenesis from the mRNAs which changed more than 2-fold and a *P*-value < 0.05 were chosen. We then assessed circRNA correlation with angiogenesis via cis-acting mRNA networks.

GO analysis, which was performed to explore the potential functions of parental genes in terms of the circRNAs, covered three different aspects: Biological process (BP), cellular component (CC), and molecular function (MF). The top 10 enriched GO terms and pathways among the two groups were ranked by enrichment score [-log10 (*P*-value)] as identified by the Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://www.david.abcc.ncifcrf.gov/).

### qRT-PCR Validation

qRT-PCR was used to validate circRNA expression patterns following microarray detection. Briefly, using the ReverTra Ace qPCR Kit (TOYOBO, FSQ-101) and High Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (ABI, 4374966), we reverse-transcribed total RNA. qRT-PCR was conducted in the 7,900 HT Sequence Detection System (ABI, USA) and Quant Studio 5 Real-Time PCR System (ABI, USA) using Power SYBR Green PCR Master Mix (ABI, 4368708). We used Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as an internal control to normalize the data. The primers of these circRNAs and GAPDH are presented in Table 1.

**Table 1:** The top 20 differentially expressed CircRNAs after spinal cord injury (SCI).

**circRNA**	**Fold change**	**Regulation**	**Chromosome**	**Strand**	**Host Gene**	***p*** **-value**
circRNA.7079	62.85875487	Up	chr14	+	Lgals3	0.004436
circRNA.7078	31.09694285	up	chr14	+	Lgals3	0.011314
circRNA.6777	21.70369315	up	chr14	+	Pbk	0.032084
circRNA.17120	19.44192413	up	chr1	+	Cd84	0.030409
circRNA.10854	18.12036937	up	chr11	−	Top2a	0.020119
mmu-circRNA483	17.26274244	up	chr19	+	Ms4a6c	0.016317
circRNA.27570	17.1963371	up	chr2	−	Cd44	0.008235
circRNA.27321	16.0267925	up	chr2	+	Knstrn	0.042293
circRNA.538	14.81831851	up	chr19	+	Ms4a6c	0.003396
circRNA.8591	13.55325989	up	chr13	−	n/a	0.000530
circRNA.6335	4.509393859	down	chr15	+	C1qtnf3	0.0019097
mmu_circ_0010846	3.761647531	down	chr3	−	Bcan	0.0048737
circRNA.16626	3.673922594	down	chr1	−	Col19a1	0.0016594
circRNA.12533	3.436555425	down	chr11	−	Tenm2	0.0367338
circRNA.6638	3.15487569	down	chr14	+	n/a	0.0340403
circRNA.27485	3.15149557	down	chr2	−	Ano3	0.0114666
circRNA.21851	3.027841911	down	chr5	+	Ksr2	0.0297605
circRNA.4430	3.010502122	down	chr16	−	Prodh	0.0002868
mmu_circ_0012585	2.961510524	down	chr5	+	Rgs12	0.0131907
circRNA.16625	2.958448619	down	chr1	−	Col19a1	0.0384322

### Construction of circRNA-miRNA-mRNA Networks

circRNA microarray expression profiling and data bioinformatics analysis were performed by Shanghai Biotechnology Corporation, Shanghai, People's Republic of China. Based on the expression signals, we built a circRNA-miRNA-mRNA interaction network using a regression model and seed sequence matching analysis. The circRNA-mRNA interactions were predicted using the principle of high related coefficient and at least one perfect seed-matching sequence.

### Western Blotting Analysis

Three days after SCI, six mice (SCI group, *n* = 3; sham group, *n* = 3) were euthanized via an overdose of 1% pentobarbital sodium and the spinal cord lesion site was extracted and flash-frozen at −80°C. The spinal cords were triturated using Tissue Prep (Gering Scientific Instruments, Beijing, China) and cells were dissolved in WB and IP lysis buffer containing phenylmethanesulfonylfluoride (PMSF) and phosphatase inhibitor and centrifuged at 1.3 × 10^4^ g for 15 min at 4°C. Subsequently, the protein concentration was quantified using a BCA kit (Beyotime Institute of Biotechnology, Jiangsu, China). All samples (20 μl) were separated on a SurePAGE^TM^ (Cat.M00653, GenScript®, USA) and transferred onto nitrocellulose membranes. Membranes were blocked in 5% skimmed milk powder dissolved in TBS-T for 1 h. Mouse anti-CD31 (Cat# 12242S, ABclonal, 1:1000), rabbit anti-VEGF (Cat# 3495S, Cell Signaling Technology, 1:1000), and rabbit anti-VEGFR2 (Cat# 4108S, ABclonal, 1:1000) were used for probing interested proteins at 4°C overnight. Membranes were incubated with infrared-labeled secondary antibodies (Li-COR Biosciences) after several washes with TBS-T. In order to visualize the immunoblot bands, an Odyssey infrared imaging system (LI-COR® Biosciences, NE, USA) was used. Band intensity was analyzed with an Image Studio Ver 5.2 system and standardized to the β-Actin internal standard.

### Statistical Analyses

All quantitative data are presented as mean ± standard deviation (mean ± SD). Student's *t*-test was used to calculate the statistical significance between the groups. All statistical analyses were performed using the SPSS 20.0 software (SPSS, Chicago, IL). The correlation of two variables was assessed using the Pearson product-moment correlation coefficient. Genes changing equal to or more than 2-fold with *P* < 0.05 were considered statistically significant.

## Results

### circRNAs Expression Profiles in the Spinal Cord After SCI

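Spinal cord from 3 SCI and 3 sham samples was profiled, each sample on its own one-color (Cy3) Agilent array. The methods place both groups at day 3, while the sample labels give 48 h for the SCI samples and 3 h for the sham samples. The samples were grouped by treatment, on which the methods and the labels are the same, and the time of sampling stays open between the sources. If the labels hold, the time differs together with the injury, and a difference between SCI and sham samples may come from either. The authors extracted the signals with Agilent Feature Extraction 12.0, filtered low-intensity probes by a criterion that the paper's text does not give, and quantile normalized the arrays with limma. The values analysed here are the normalized log2 signals for 150373 probes, of which 122086 were custom probes, 28219 were catalogue probes and 68 were controls. Whether the low-intensity filter had been applied to them is open, and they run down to 0.315. The probes carry numbers and no circRNA or gene names. The 37852 custom probes with the highest numbers, from 84235 upwards, were therefore taken as the circRNA probes, because the paper states that number of circRNAs. Among them 2.33% had a mean log2 signal under 1, against 22.7% of the other 84234 custom probes. This class was inferred from the numbering and not read from an annotation. Table 2 names the probes of circRNA.7079 (CUST_110069_PI435794180) and circRNA.12884 (CUST_118563_PI435794180). For 27 circRNAs of Tables 1 and 3, a single probe had a ratio of mean linear signals equal to the printed fold change (tolerance 1e-06), and circRNA.7079 fell on the probe that Table 2 names. At these probes, the unequal-variance form of the t-test also gave 20 of the 20 p-values of Table 1 (tolerance 1e-06). Neither limma nor the equal-variance form, called the methods' t-test below, gave the printed p-value of circRNA.7079. The 7 circRNAs found only in Table 3 rest on the fold change alone. The linear fold changes of all 27 therefore equal the printed ones by construction, and these circRNAs were placed after their values had been seen. SCI and sham samples were compared with limma on the log2 signals, with Benjamini-Hochberg adjustment over the circRNA probes. A circRNA was counted as altered at a change of at least 2-fold and an adjusted p under 0.05. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1.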

The microarrays used in the study contained probes for 37,852 mouse circRNAs, of which 9364 circRNAs were found on circBase, 378 circRNAs were found on Deepbase, and the remaining were found on Shbio. 

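The median log2 signal over the circRNA probes was 6.13, 6.12 and 6.12 in SCI replicates 1, 2 and 3, and 6.11, 6.08 and 6.09 in sham replicates 1, 2 and 3. The upper quartiles lay between 7.45 and 7.51. The lower quartiles differed more, from 4.49 in sham replicate 2 to 4.74 in SCI replicate 3. Quantile normalization was applied to all probes of an array together, which brings the distributions of the whole arrays together by construction. The spread of single circRNA probes was not the same in both groups. The median SD between replicates was 0.133 in the SCI group and 0.233 in the sham group (n = 3 each), and 72.3% of the circRNA probes had the larger SD in the sham group.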

As shown in the box plot in Figure 1A, the distribution of circRNA expression profiles was not different in samples, indicating that post-injury changes observed in the levels of individual circRNAs were not due to chance. Differentially expressed circRNAs were filtered by fold change and *p*-value (>2-fold change, *p* < 0.05), which are illustrated as red and blue dots on the scatter plot in Figure 1B and volcano plot in Figure 1C. Hierarchical clustering was performed to highlight distinguishable circRNA expression patterns between the two groups (Figure 1D). 

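Over all 37852 circRNA probes, the SCI samples correlated with each other at Pearson r of 0.985 to 0.987. Sham replicates 2 and 3 correlated at 0.966. Sham replicate 1 correlated more with each SCI sample (0.965 to 0.973) than with sham replicate 2 (0.939) or sham replicate 3 (0.961). This order turned for sham replicate 3 over the 18926 circRNA probes above their median, where sham replicate 1 correlated at 0.959 with sham replicate 3, at 0.943 to 0.958 with the SCI samples and at 0.931 with sham replicate 2. Average-linkage clustering over all circRNA probes put sham replicate 1 with the 3 SCI samples and left sham replicates 2 and 3 as the other cluster. Clustering over the 1300 altered circRNAs separated the 3 SCI samples from the 3 sham samples. These circRNAs were chosen for their difference between the groups, so that a separation follows from the choice. Of the probe classes not chosen this way, the 28219 catalogue probes also separated 3 SCI from 3 sham samples, while the 84234 other custom probes put sham replicate 1 with the SCI samples. The correlations are across probes, which are not independent replicates.

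**Figure D1:**
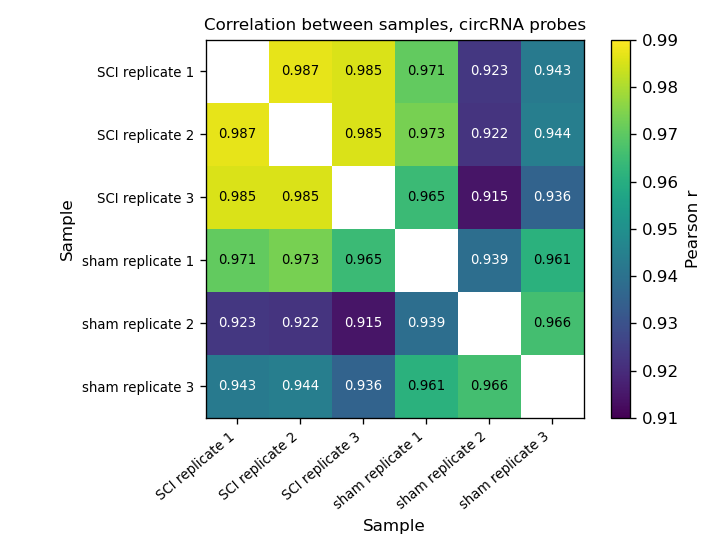
Pearson correlation between each pair of samples over the 37852 circRNA probes, with SCI and sham replicates on both axes and r as the color and the printed value. The 3 SCI samples correlate at 0.985 to 0.987, and sham replicate 1 correlates at 0.965 to 0.973 with them and at 0.939 and 0.961 with the other sham samples.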

The altered circRNAs were clearly separated into two clusters, indicating that the samples had good intra-group consistency, while circRNA expression levels in the SCI group were significantly different compared to the sham group. 

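Among circRNAs with a change of at least 2-fold, more were higher than lower in the injured spinal cord. In limma, 1009 circRNAs were at least 2-fold higher after SCI and 291 were at least 2-fold lower at an adjusted p under 0.05, so that 77.6% of the altered circRNAs were higher. Among these, 293 were at least 4-fold higher and 86 at least 8-fold higher, while 2 were at least 4-fold lower. Without a threshold on the fold, a count made after the values had been seen, the balance was the opposite, with 1948 higher and 2610 lower at an adjusted p under 0.05, and it stayed so under the other scalings, up to 1690 higher and 5345 lower after a shift by the spike-in controls. At the thresholds of the paper's methods, at least 2-fold and an unadjusted p under 0.05, limma gave 1929 circRNAs higher and 426 lower. The adjusted counts lie near the paper's 991 and 297, but at an unlike threshold, so that they do not reproduce them. The share of higher circRNAs depended on the scaling: it was 66.6% with quantile normalization within the circRNA probes and 59.2% after the shift by the spike-in controls, a setting chosen after the values had been seen. That shift rests on 10 E1A spike-in probes, of which 7 were higher in the SCI samples, with a mean log2 difference of 0.12. The test also moved the counts at the adjusted threshold, to 484 higher and 174 lower with the methods' t-test. With array weights in limma they were 3539 higher and 876 lower. The weights were 0.218, 0.396 and 7.00 for sham replicates 1, 2 and 3, so that sham replicate 3 carried most of the weighted sham mean. The unequal-variance form of the methods' t-test, chosen after the values had been seen, gave 8 higher and 1 lower. There the fold change was also taken from mean linear signals, and the 2 changes were not separated. The circRNAs of Table 1 all exceed 2-fold on mean linear signals and 0 passed there, so that for these the p-values decided. The limma counts also moved with each sample left out, where a group is left with 2 samples. Fewer samples lower the power of the test, and for the counts that fell this was not separated from an effect of the sample itself. Without sham replicate 1 the counts rose to 3231 higher and 787 lower, which a loss of power alone would not give. The counts were 38 higher and 0 lower without sham replicate 2. They were 0 in both directions without SCI replicate 1, SCI replicate 2, SCI replicate 3 or sham replicate 3. There limma still gave 1339 to 1620 higher and 347 to 515 lower at an unadjusted p under 0.05.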

Compared with the sham group, 1288 circRNAs were significantly altered (>2-fold change, *p* < 0.05) in the spinal cord after SCI, of which 991 were upregulated and 297 were downregulated. The top 20 altered circRNAs are listed in Table 1. 

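Among the 10 higher circRNAs of Table 1, 5 come from genes listed as microglia and macrophage genes in a list fixed before the array data, but after Table 1 had been read, so that their number was not tested for enrichment: circRNA.7079 and circRNA.7078 from Lgals3, circRNA.17120 from Cd84, and mmu-circRNA483 and circRNA.538 from Ms4a6c. Their log2 differences between SCI and sham ran from 3.97 to 6.13, with adjusted p from 0.0128 to 0.0268 in limma, and circRNA.17120 had 2 sham samples at or below the level of blank spots. Another 3 come from cell cycle genes: circRNA.6777 from Pbk, circRNA.10854 from Top2a and circRNA.27321 from Knstrn, with log2 differences of 4.54 to 5.07, or 3.33 to 4.38 with low signals raised to a floor of 2.26. For each of these 3, at least 1 sham sample was at or below the level of blank spots, so that the increase is measured against a signal near background. Every higher circRNA of Table 1 passed the adjusted threshold with all 6 samples (10 of 10) and without sham replicate 1, but 0 of 10 passed it without any other single sample (adjusted p 0.0548 to 0.126 from limma), and 7 of 10 passed it with the methods' t-test and 0 of 10 with its unequal-variance form, chosen after the values had been seen (adjusted p 0.0710 to 0.194). circRNA.8591, for which Table 1 gives no host gene, changed from 10.48 ± 0.22 (SD, n = 3) to 14.22 ± 0.39 (SD, n = 3), with the smallest log2 difference of these 10 at 3.74. The lower circRNAs changed less, by -2.18 to -1.56 on the log2 scale, and 8 of 10 passed the adjusted threshold, 9 without sham replicate 1, 0 without any other single sample, 4 with the methods' t-test and 0 with its unequal-variance form. The largest decrease, -2.18 for circRNA.6335, is measured at SCI signals of 0.83 to 1.57, and with the floor it was -1.06. circRNA.16626, circRNA.6638, circRNA.21851 and circRNA.16625 also had SCI means below that floor. With it their log2 differences were -1.68, -1.41, -1.18 and -1.32. None of the lower circRNAs had an SCI sample at or below the level of blank spots. mmu_circ_0010846 from Bcan, an astrocyte gene, went from 11.15 ± 0.42 in sham to 9.27 ± 0.27 in SCI samples (SD, n = 3 each), a log2 difference of -1.89 (SE 0.26, adjusted p = 0.0242 from limma). circRNA.21851 from Ksr2 (log2 difference -1.67, adjusted p = 0.0506 from limma) and circRNA.16625 from Col19a1 (log2 difference -1.62, adjusted p = 0.0677 from limma) did not pass. All 15 host genes of Table 1 lie on the chromosome printed there in the RefSeq annotation of GRCm38.p6. Which cells the signals come from was not measured.

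**Figure D2:**
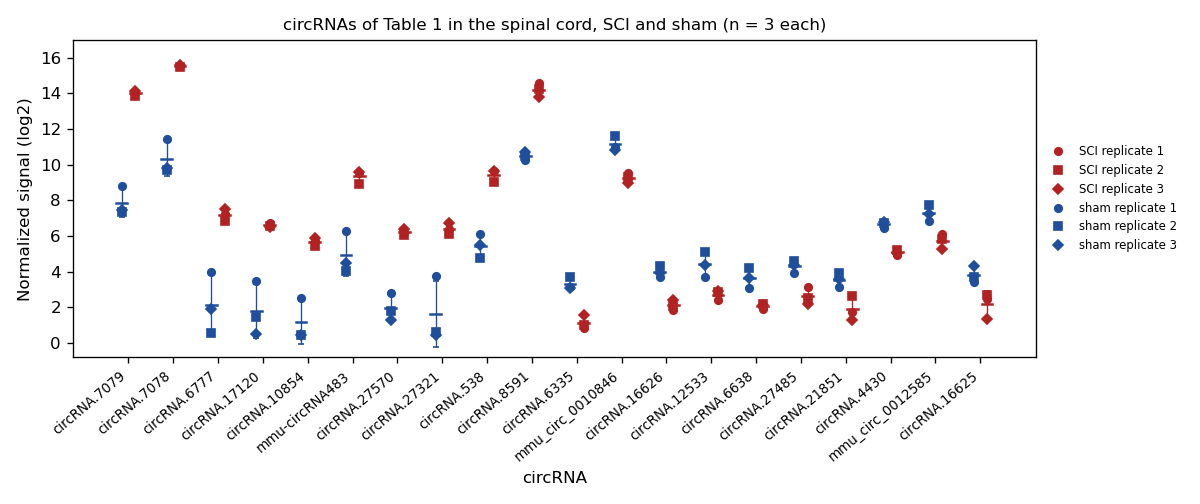
Normalized log2 signal of the 20 circRNAs of Table 1 in each SCI (red) and sham (blue) replicate, with the mean as a line and the SD (n = 3) as an error bar. For circRNA.7079 the SCI samples have a mean of 14.00 and the sham samples a mean of 7.88, and sham replicate 1 is the highest sham sample.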

The distributions of altered circRNAs in mice revealed that the upregulated circRNAs were transcribed from all chromosomes, while downregulated circRNAs were transcribed from all chromosomes except chrY (Figure 2A).

**Figure 1:**
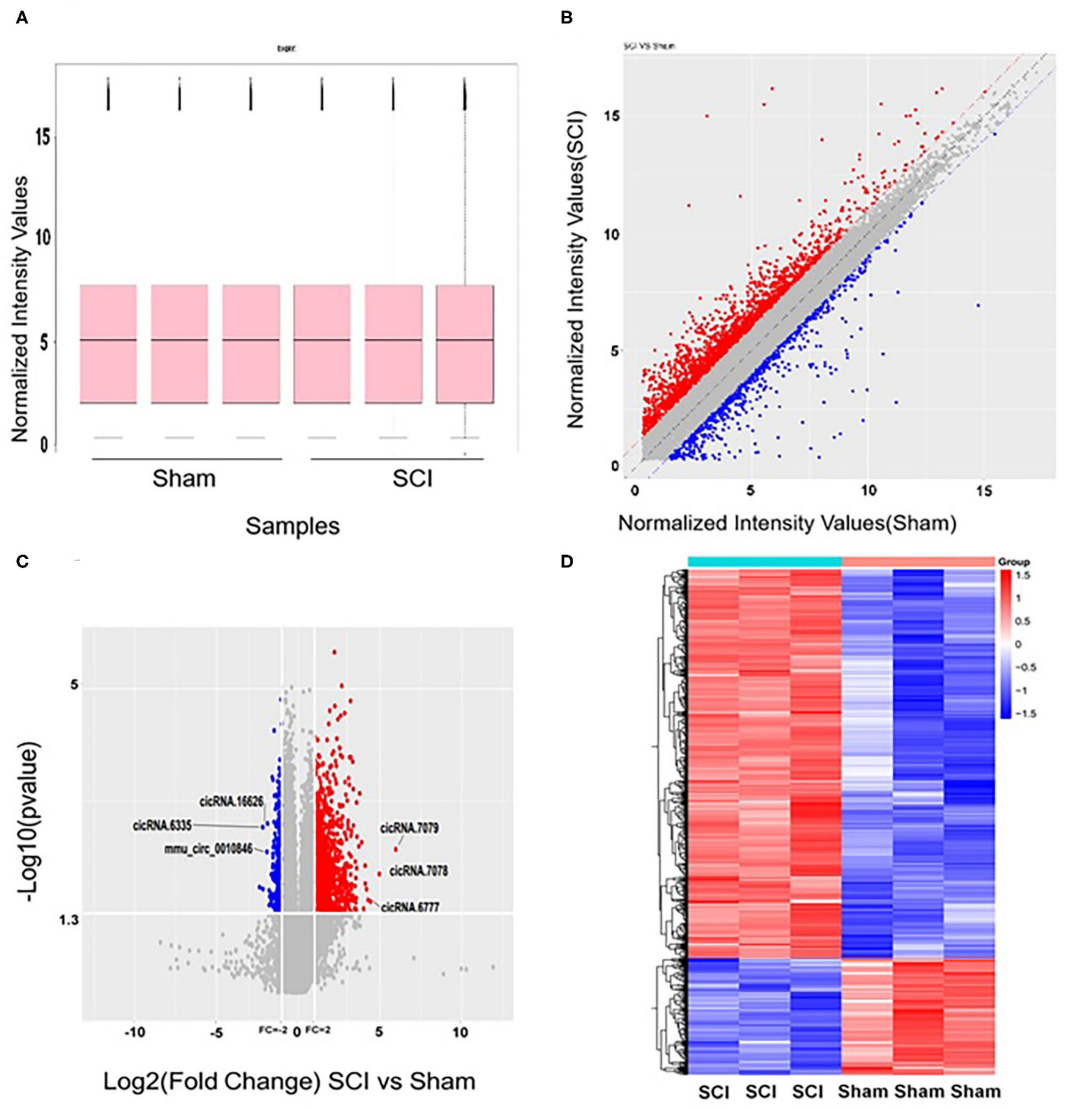
Altered expression profiles of circRNAs in the spinal cord after spinal cord injury (SCI). **(A)** No significant differences were observed in the distributions of the total expression of circRNAs between the two groups. **(B)** The oblique lines are fold change lines. The circRNAs above the top red line and below the bottom blue line indicate a >2-fold change of circRNAs between the two groups. **(C)** Volcano plot shows circRNAs altered in the SCI group compared with sham. **(D)** Differences in circRNA expression. Heat map presenting the circRNA expression profiles; each column represents a sample and each row represents a gene. High relative expression is indicated by red, and low relative expression by blue.

**Figure 2:**
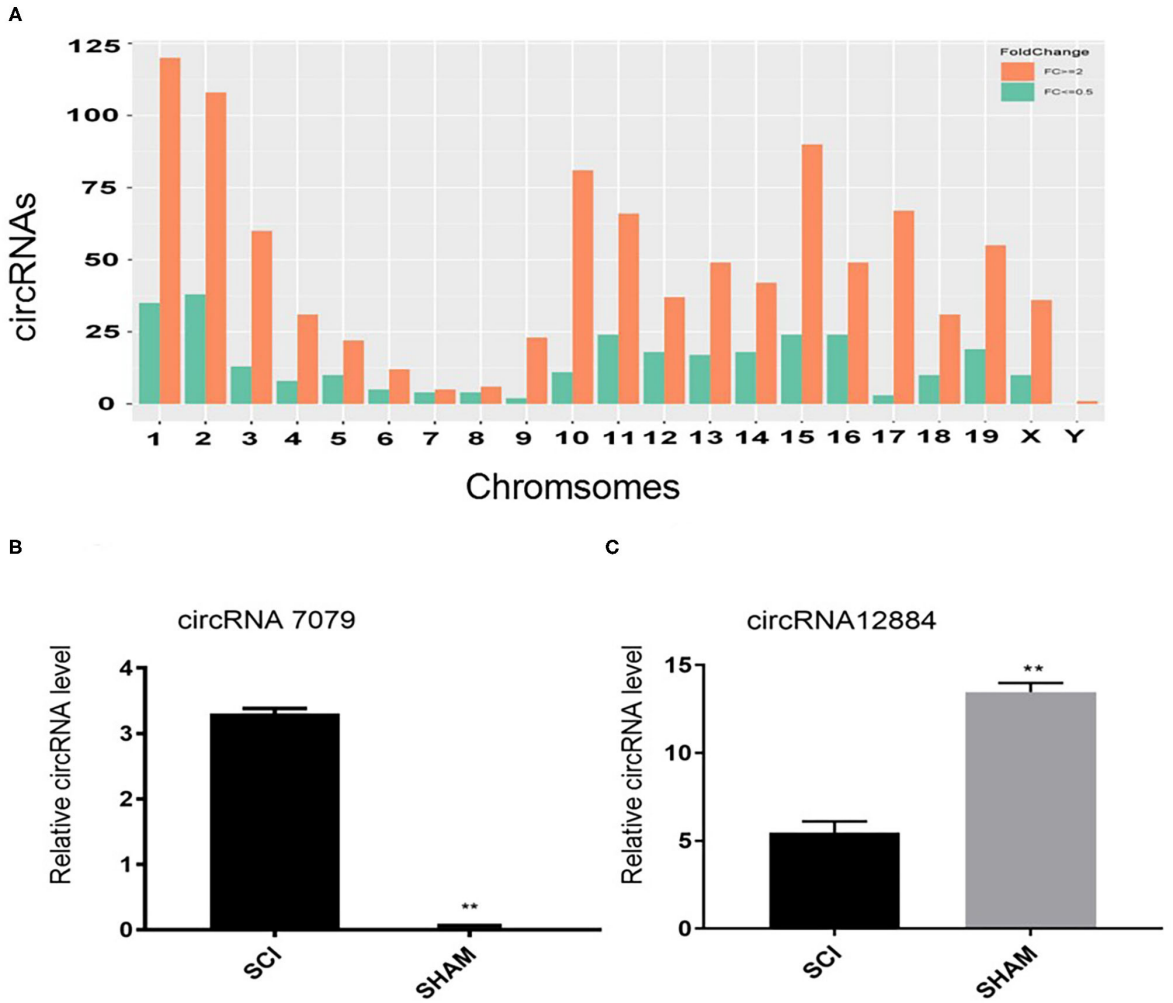
**(A)** The distributions of altered circRNAs on mouse chromosomes. **(B, C)** Real-time polymerase chain reaction (PCR) validation results of two selected circRNAs (circRNA.7079 and circRNA.12884). Data are presented as mean ± SD (*n* = 3 per group). **p < 0.01 significant compared with the SCI group (Student's *t*-test).

### Real-Time PCR Confirmed circRNAs Expression Alteration

In order to verify the microarray data, real-time PCR was used to evaluate the expression of two randomly selected circRNAs. Primers used for qRT-PCR of these circRNAs are listed in Table 2. Compared with the sham group, circRNA.7079 was upregulated in the injured group (Figure 2B), while circRNA.12884 was downregulated significantly after SCI (Figure 2C).

**Table 2:** Primers used for qRT-PCR of CircRNAs after spinal cord injury (SCI).

**Gene**	**Primer name**	**Sequence (5′ to 3′)**
GAPDH (Mouse)	Gapdh-F	TCCTGCACCACCAACTGCTTAG
	Gapdh-R	AGTGGCAGTGATGGCATGGAC
circRNA.7079	CUST_110069_PI435794180-F	CCCGCTTCAATGAGAACAACA
	CUST_110069_PI435794180-R	GGAGCCTGTCCTGGTTATTGTC
circRNA.12884	CUST_118563_PI435794180-F	CTTGTGTCCAAGTGAATGAATGG
	CUST_118563_PI435794180-R	GCCGGTGTCGAGTGAAGAA

### GO Analysis and KEGG Pathway Analysis

In order to analyze the pathways associated with endothelial proliferation, migration, and angiogenesis and assess the numbers of related circRNAs, we performed KEGG analyses. In order to reveal the mRNAs and circRNAs correlated with vascular endothelial proliferation, migration, and angiogenesis, we performed GO analyses. We conducted GO and KEGG pathway analysis for the differentially expressed circRNAs based on their host genes in order to investigate potential biological functions. The GO analysis indicated that “biological regulation,” “cellular process,” and “single-organism process response” were the main related biological processes involved in SCI (Figure 3A). In terms of cellular components, “cell,” “cell part,” and “organelle” were highly activated. Most of the molecular functions activated after SCI were “binding,” “catalytic activity,” and “molecular function regulator.” KEGG analysis showed that the top 30 pathways affected by the altered circRNAs might be involved in the progression of SCI (Figure 3B). The host-genes of circRNAs were predominantly enriched for glycosaminoglycan biosynthesis and extracellular matrix (ECM)-receptor interaction pathways. The most significant pathway was the ECM-receptor interaction, which also had a high enrichment score, reflecting that this pathway was affected in the spinal cord after SCI more than in other diseases or conditions.

**Figure 3:**
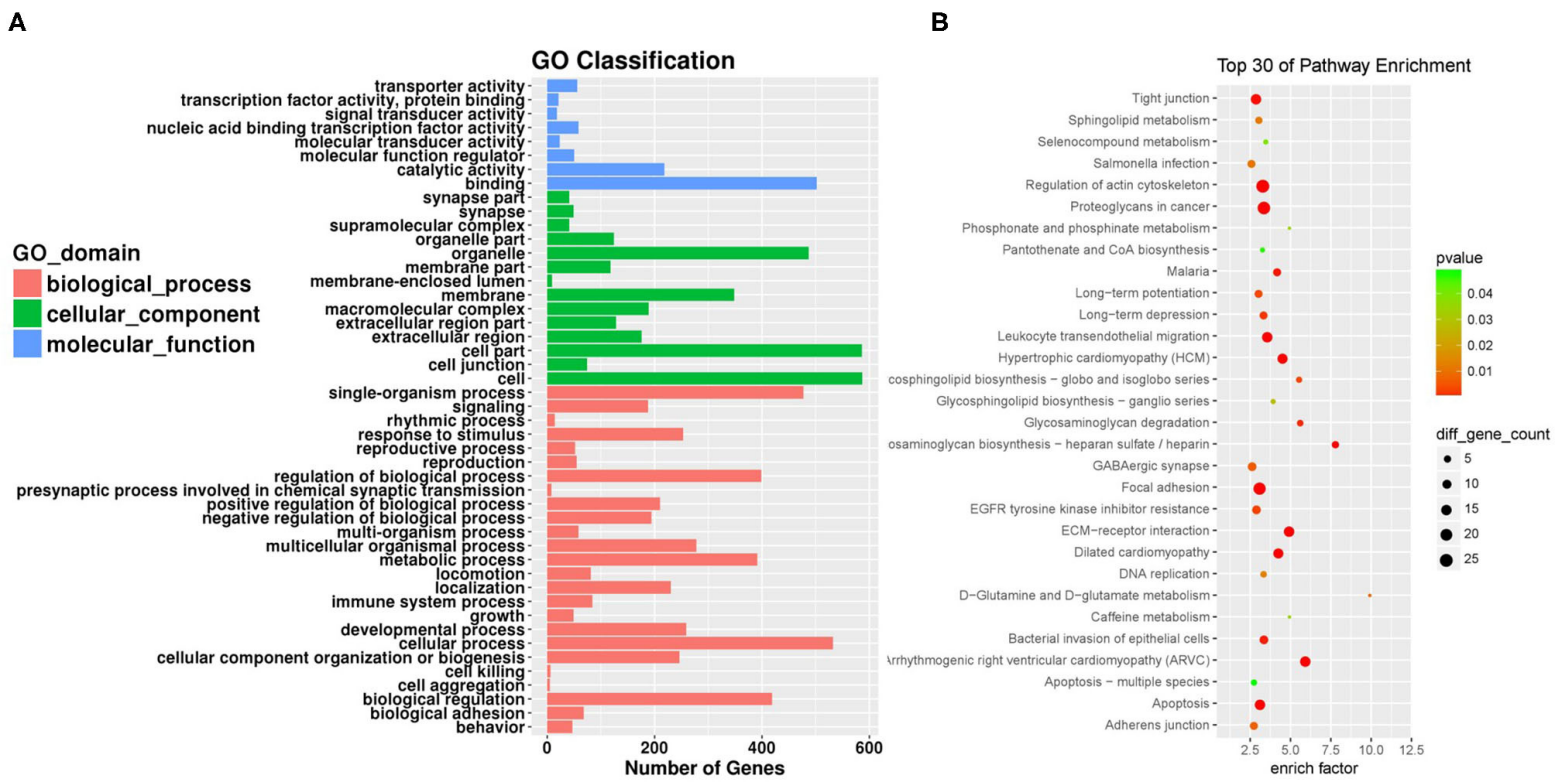
Gene ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation of differentially expressed circRNAs. **(A)** The bar plot shows the major enriched and meaningful GO terms of biological process, cellular component, and molecular function related to the altered circRNAs ranged according to the predicted *p*-values. **(B)** The bubble chart shows the top 30 most significantly enriched pathways after SCI. The enrichment factor on the X-axis indicates the specificity of a pathway activating in SCI samples compared with sham samples. The bubble size represents the number of circRNAs enriched in a pathway. Red bubbles indicate a more significant pathway.

### circRNA-miRNA-mRNA ceRNA Network Prediction and Annotation

The competing-endogenous RNA (ceRNA) network analysis proposes that RNA transcripts, both coding and non-coding, crosstalk with and coregulate each other using microRNA response elements (MREs). The ceRNA network analysis tremendously expands functional information of coding and non-coding RNAs. Mounting evidence has shown that various types of RNAs, including pseudogenes, long non-coding RNAs, circular RNAs, and messenger RNAs, can function as ceRNAs in distinct physiological and pathophysiological states. We screened the top 20 differently expressed circRNAs after SCI and identified three of them for which related mRNAs could be predicted via ceRNA analysis, circRNA.7079, circRNA.7078, and circRNA.6777. 

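circRNA.7079 and circRNA.7078, both from Lgals3, had high signals after SCI. circRNA.7079 measured 14.04, 13.84 and 14.13 in the SCI replicates and 8.80, 7.37 and 7.46 in the sham replicates, a log2 difference of 6.13 (SE 0.41, adjusted p = 0.0128 from limma). circRNA.7078 had a mean of 15.53 ± 0.07 in the SCI group and of 10.33 ± 0.98 in the sham group (SD, n = 3 each), a log2 difference of 5.20 (SE 0.49, adjusted p = 0.0195 from limma). circRNA.6777, from Pbk, was dimmer, with a mean of 7.21 ± 0.33 after SCI and 2.15 ± 1.71 in the sham group (SD, n = 3 each). Its log2 difference was 5.07 (SE 0.87, adjusted p = 0.0300 from limma), and 1 sham sample was at or below the level of blank spots, the difference being 4.38 with low signals raised to the floor. With each sample left out in turn, the log2 difference of circRNA.7079 stayed between 5.87 and 6.59, that of circRNA.7078 between 4.90 and 5.76 and that of circRNA.6777 between 4.28 and 5.98. None of the 3 passed the adjusted threshold without SCI replicate 1, 2 or 3 or without sham replicate 2 or 3, and all 3 passed it without sham replicate 1. The paper selects these 3 from the top 20 because related mRNAs could be predicted for them in its ceRNA analysis. According to the methods, that analysis combined the expression signals, in a regression model, with matches to seed sequences, and it was not repeated here.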

The integrated circRNA-miRNA-mRNA network is shown in Figure 4.

**Figure 4:**
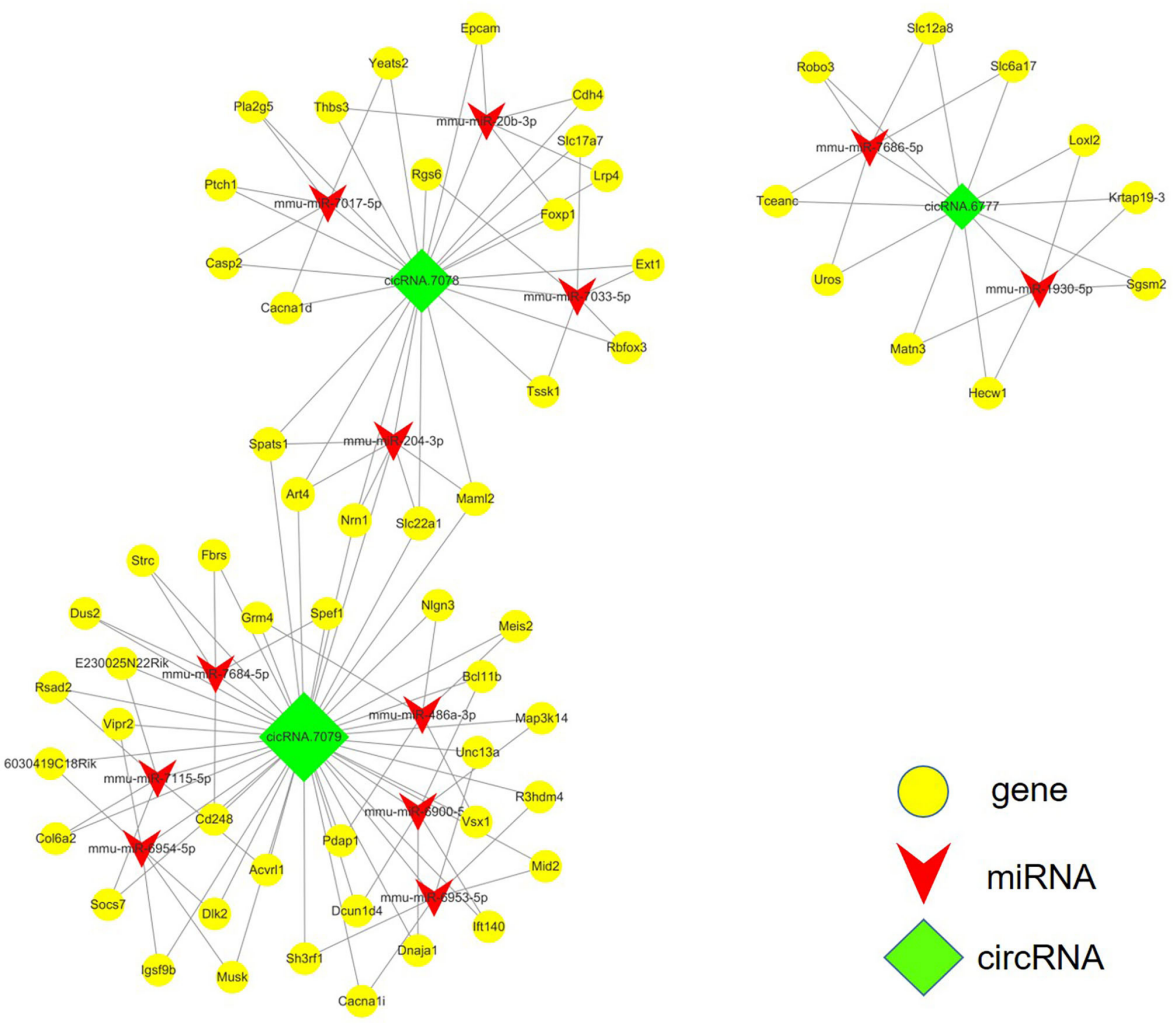
ceRNA analysis of the circRNA-miRNA-mRNA crosstalk network in the mouse spinal cord after SCI. circRNA.7079, circRNA.7078, and circRNA.6777 are plotted as green rhombi. miRNAs targeted by circRNAs are plotted as red arrows in the network, while mRNAs which may be regulated by these three circRNAs are illustrated as yellow dots.

### Vascular Endothelial Proliferation, Migration, and Angiogenesis-Related circRNAs Prediction

We were interested in the expression profiles of circRNA which correlated with vascular endothelial proliferation, migration, and angiogenesis after SCI, thus datasets concerning other functions were excluded. Firstly, to confirm angiogenesis-related protein expression in the spinal cord, western blotting was performed to detect the expression of angiogenesis-related proteins CD31, VEGF, and VEGFR2 3 days after SCI (Figure 5A). The expression levels of CD31, VEGF, and VEGFR2 were strongly decreased at 3 days after SCI (0.390 ± 0.055-fold of sham, 0.255 ± 0.044-fold of sham, and 0.261 ± 0.034-fold of sham, *P* < 0.001 for all; Figures 5B–D), revealing a reduction of angiogenesis. Next, via KEGG analysis, we analyzed the pathways associated with endothelial proliferation, migration, and angiogenesis and assessed the numbers of related circRNAs (Figure 5E). The host-genes of circRNAs were predominantly enriched for ECM-receptor interaction (*n* = 97) and the PI3K-Akt signaling pathway (*n* = 85), as shown in Figure 5E. In the VEGF signaling pathway, several host-genes of circRNAs, such as PLCy, SPK, Ras, COX2, MAPKAFK, and HSP27 were upregulated, while PKC and NEAT were downregulated (KEGG mmu04370, Figure 5F). VEGFR2 is the main receptor of VEGFA which then triggers vascular endothelial proliferation, migration, and angiogenesis through the VEGF signaling pathway, as shown in KEGG mmu04370.

**Figure 5:**
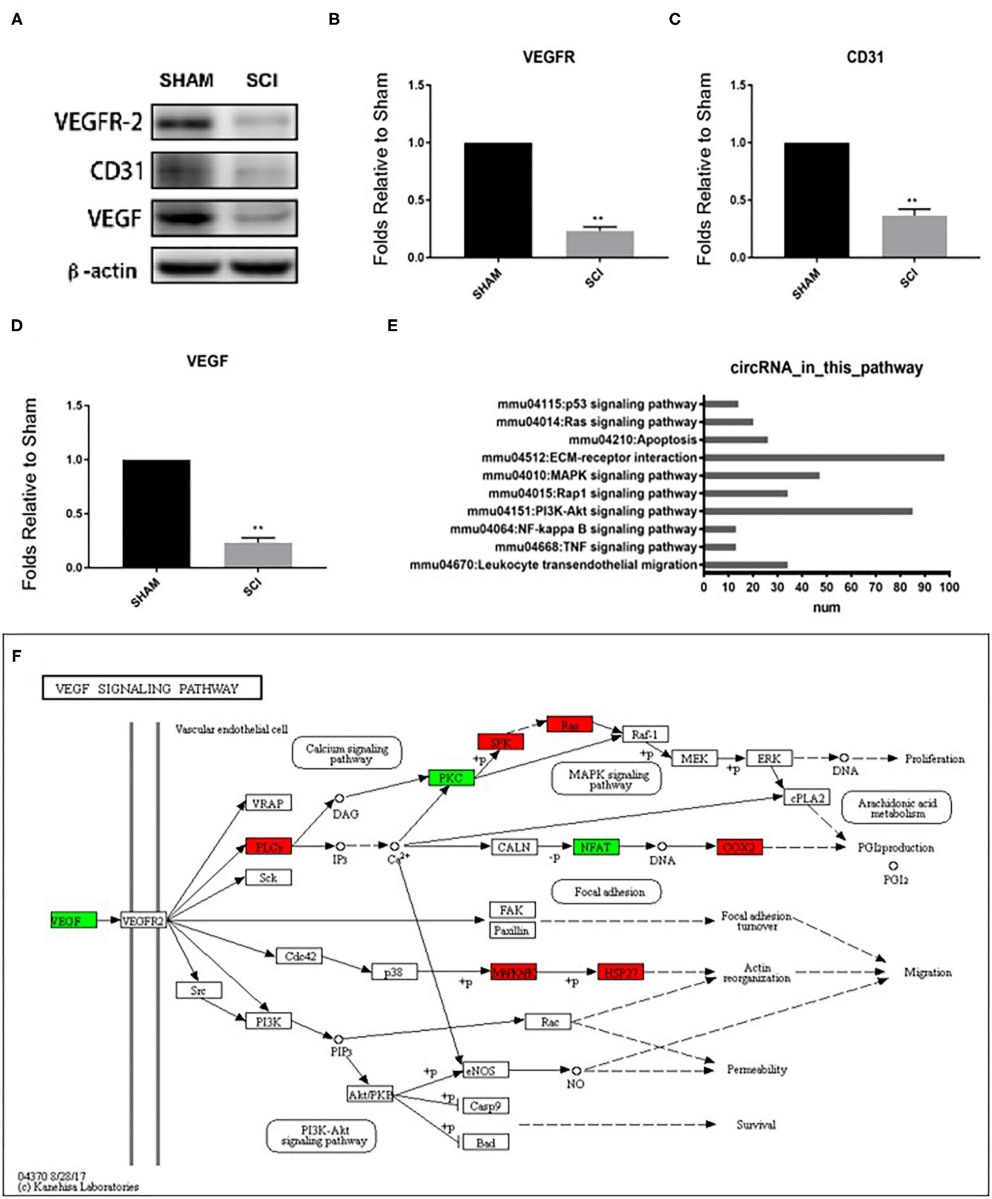
Detection of vascular endothelial proliferation, migration, and angiogenesis responses after SCI and quantification of CD31, VEGF, and VEGFR protein levels 3 days post SCI by western blot **(A–D)**. Analyses of the protein bands measured normalized to the signal of β-actin. Expression levels of proteins in the SCI group are expressed as fold change compared to sham values. **p < 0.01 significant compared with the sham group. Data are presented as the mean ± SEM, *n* = 5. **(E)** The number of circRNAs participating in the pathways associated with vascular endothelial proliferation, migration, and angiogenesis based on KEGG results. **(F)** KEGG map04370 shows the VEGF pathway.

Next, the mRNAs and circRNAs related to vascular endothelial proliferation, migration, and angiogenesis were analyzed using GO analyses. This revealed that 191 mRNAs (exhibiting a >2-fold change and *p* < 0.01) were correlated with vascular endothelial proliferation, migration, and angiogenesis; such as “vascular endothelial growth factor production (GO:0010573),” “regulation of vascular endothelial growth factor production (GO:0010574),” “positive regulation of angiogenesis (GO:0045766),” “regulation of angiogenesis (GO:0045765),” and “angiogenesis (GO:0001525),” “sprouting angiogenesis (GO:0002040),” amongst other terms (Figures 6A–C). 

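At the stricter unadjusted threshold of 0.01 and at least 2-fold, limma gave 1160 circRNAs higher and 324 lower after SCI, 1484 together. The scaling moved this balance, to 1049 higher and 527 lower with quantile normalization within the class and to 909 higher and 619 lower after the shift by the spike-in controls. The counts moved to 3292 higher and 771 lower with array weights, where sham replicate 3 carried most of the weighted sham mean. The unequal-variance form of the methods' t-test gave 474 higher and 188 lower, with the fold change also taken from mean linear signals. With a filter at the median of the probes the counts were 728 higher and 181 lower. The shift and the unequal-variance form were chosen after the values had been seen. This set covers all circRNA probes, since the arrays' numbers carry no gene names by which circRNAs tied to a biological process could be picked. The count also moved when single samples were left out, which leaves 2 samples in a group. It was 2921 higher and 705 lower without sham replicate 1, and the lower circRNAs were 214 without sham replicate 2. Without SCI replicate 3, 745 were higher.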

Seventy-five circRNAs (>2-fold change, *p* < 0.01) were speculated to be correlated with these three biological processes using ceRNA analysis (Figure 6D). In addition, we found 127 mRNAs (>2-fold change, *p* < 0.01) correlated with vascular endothelial proliferation, migration, and angiogenesis based on KEGG analyses, such as “ECM-receptor interaction (PATHWAYID: mmu04512),” “Ras signaling pathway (PATHWAYID: mmu04014),” “PI3K-Akt signaling pathway (PATHWAYID: mmu04151),” and “VEGF signaling pathway (PATHWAYID: mmu04370),” amongst other terms (Figure 7A). Forty-six circRNAs (>2-fold change, *p* < 0.01) were predicted to correlate with these mRNAs using ceRNA analysis (Figure 7B). 

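The strongest increases with a role assigned in Table 3 include 7 circRNAs that Table 1 does not list. Their log2 differences were between 3.39 and 3.85, all 7 passed the adjusted threshold (adjusted p 0.0122 to 0.0327 from limma). None of the 7 passed it without SCI replicate 1, 2 or 3 or sham replicate 3, and 1 of them, circRNA.26807, passed it without sham replicate 2. With the methods' t-test 6 of 7 passed, circRNA.15929 being the exception (adjusted p = 0.0707), and with its unequal-variance form, chosen after the values had been seen, 0 of 7 passed. circRNA.26810 changed from 9.58 ± 0.52 in sham to 13.35 ± 0.14 in SCI samples (SD, n = 3 each), a log2 difference of 3.77. circRNA.26807 had a similar signal and a log2 difference of 3.65. circRNA.5566 was dim in the sham group (2.19 ± 0.40) and reached 5.82 ± 0.09 after SCI (SD, n = 3 each), a log2 difference of 3.63. circRNA.6727 had all 3 sham samples at or below the level of blank spots and a mean of 4.10 ± 0.47 after SCI (SD, n = 3), and circRNA.15929 had 1 such sham sample. With low signals raised to the floor, their log2 differences went from 3.55 to 1.85 and from 3.85 to 3.34. circRNA.27348 and circRNA.27347, with neighbouring probe numbers, differed by 3.45 and 3.39. circRNA.27570, from Cd44, measured 6.17, 6.08 and 6.38 in the SCI replicates against 2.79, 1.82 and 1.32 in the sham replicates.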

The top 10 upregulated circRNAs were circRNA.7079, circRNA.7078, circRNA.27570, circRNA.26810, circRNA.5566, circRNA.27348, circRNA.6727, circRNA.26807, circRNA.15929, and circRNA.27347. Among these top 10 circRNAs, circRNA.7079, circRNA.7078, circRNA. 27348, and circRNA.15929 were predicted to be involved in vascular endothelial proliferation, migration, and angiogenesis. circRNA.27570 and circRNA.26810 were predicted to be correlated with both vascular endothelial proliferation and migration, while circRNA.5566 and circRNA.6727 were predicted to be involved in vascular endothelial proliferation only. Thus, these circRNAs were predominantly involved in angiogenesis signaling pathways, such as the PI3K-Akt signaling pathway, the STAT3 signaling pathway, the TCR signaling pathway, and the Wnt/β-catenin signaling pathway (Table 3).

**Figure 6:**
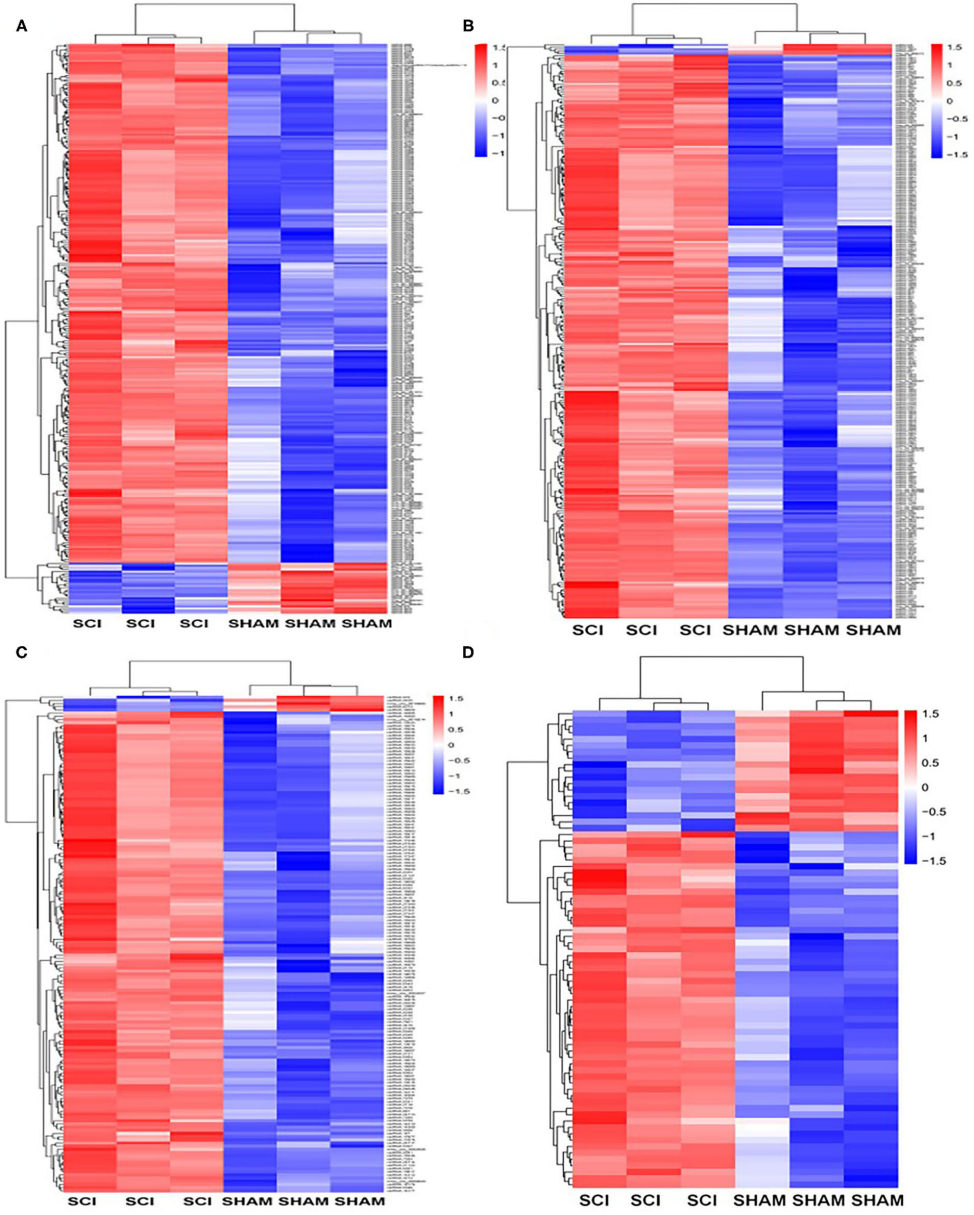
GO analysis for genes and circRNAs related to vascular endothelial proliferation, migration, and angiogenesis. **(A)** The heat map of GO analysis mRNAs (>2-fold change, *p* < 0.01) enriched for the biological processes, cellular components, and molecular function associated with vascular endothelial proliferation. **(B)** Heat map of GO analysis mRNAs (>2-fold change, *p* < 0.01) enriched for biological processes, cellular components, and molecular function associated with vascular endothelial migration and angiogenesis. **(C)** The heat map of GO analysis mRNAs (>2-fold change, *p* < 0.01) enriched for the biological processes, cellular components, and molecular function associated with vascular endothelial angiogenesis. **(D)** The heat map of associated circRNAs (>2-fold change, *p* < 0.01) based on GO analysis of mRNAs.

**Figure 7:**
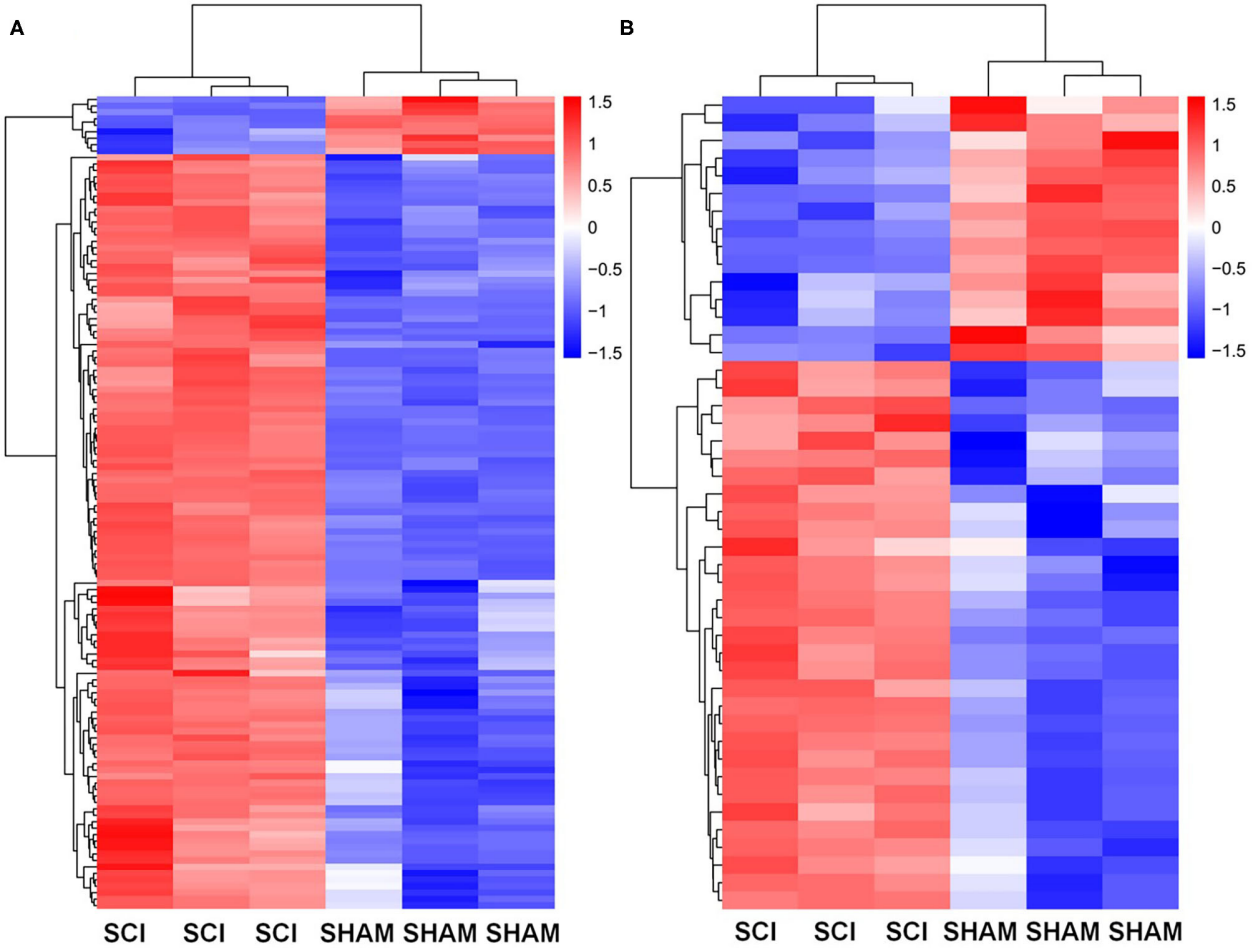
KEGG analysis for genes and circRNAs related to vascular endothelial proliferation, migration, and angiogenesis express profiles. **(A)** Heat map of KEGG analysis mRNAs (>2-fold change, *p* < 0.01) enriched for pathways associated with vascular endothelial proliferation, migration, and angiogenesis. **(B)** The heat map of circRNAs (>2-fold change, *p* < 0.01) based on ceRNA analysis of KEGG mRNA analysis.

**Table 3:** The top 10 differentially expressed CircRNAs involved in vascular endothelial proliferation, migration, and angiogenesis after SCI.

**circRNA**	**Fold change**	**Regulation**	**miRNA**	**Target gene**	**Downstream pathways or biological processes**	**Biological functions**
circRNA.7079	62.85875487	Up	mmu-miR-761	Lgals3	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1907	Lgals3	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-326-5p	BIRC5	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-3474	Pbk	Pbk/Akt signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.7078	31.09694285	Up	mmu-miR-761	Top2a	Her2 signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1907	Ms4a6c	TCR signaling pathway	Proliferation
			mmu-miR-3474	Cd44	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-5710	Knstrn	TCR signaling pathway	Proliferation
circRNA.27570	17.1963371	Up	mmu-miR-9768-3p	Cd44	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.26810	13.10873913	Up	mmu-miR-709	BIRC5	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1956	Lgals3	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1935	Vim	STAT3 signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.5566	12.04671542	Up	mmu-miR-721	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1953	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.27348	11.91692033	Up	mmu-miR-695	Thbs1	STAT3 signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-763	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.6727	11.8892439	Up	mmu-miR-871-3p	Tnfrsf10b	Akt Signaling Pathway.	Proliferation/Migration/Angiogenesis
			mmu-miR-1190	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.26807	11.54191573	Up	mmu-miR-709	BIRC5	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-1935	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.15929	11.52291449	Up	mmu-miR-450b-3p	Fcer1g	leukocyte migration; cytokine production	Proliferation/Migration/Angiogenesis
			mmu-miR-1843b-5p	Fn1	TGF-β signaling pathway	Proliferation/Migration/Angiogenesis
circRNA.27347	11.31077366	Up	mmu-miR-125a-5p	Irf5	Wnt signaling pathway	Proliferation/Angiogenesis
			mmu-miR-343	Thbs1	Wnt/β-catenin signaling pathway	Proliferation/Migration/Angiogenesis
			mmu-miR-691	Pten	PI3K-Akt signaling pathway	Proliferation/Migration/Angiogenesis

## Discussion

Recently, the use of stem cell transplantation, olfactory ensheathing cell transplantation, and tissue engineering technology to promote the repair of SCI has brought hope to this field, and the endogenous molecular mechanism in traumatic injury has been gradually revealed. Studies have described that altered levels of specific circRNAs are involved in brain injury, ischemia, and stroke (16–19). In this study, we have elucidated the expression profiles of circRNAs in a mouse model of SCI.

We assessed the top 20 differentially expressed circRNAs between sham and SCI, and identified 3 circRNAs for which related mRNAs could be predicted via ceRNA analysis: circRNA.7079, circRNA.7078, and circRNA.6777. 

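Ranked by log2 difference among the circRNAs past the adjusted threshold in limma, circRNA.7079 came first. Without a threshold on p, 5 other circRNA probes had a larger ratio of mean linear signals, from 135 to 3905. In each of these 5, a single SCI array lay far above the rest, and the smallest unadjusted p among them was 0.162 in limma. circRNA.12884 was 9.31 ± 0.17 in the sham group and 7.77 ± 0.14 after SCI (SD, n = 3 each), a log2 difference of -1.54 (SE 0.13, adjusted p = 0.0188 from limma). With each sample left out in turn its log2 difference stayed between -1.64 and -1.48. It passed the adjusted threshold without sham replicate 1 (adjusted p = 0.0088 from limma) and not without any other single sample.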

The circRNA with the top fold change was circRNA.7079, and its expression alteration was also confirmed by qRT-PCR. It was interesting to note that circRNA.7079 might be involved in the regulation of the mRNA of BIRC5, Lgals3, and Pb; this will need to be validated in the future. Moreover, ceRNA analysis of the circRNA-miRNA-mRNA network predicted that circRNA.7079 may affect the expression of target mRNAs by sponging mmu-miR-326-5p, mmu-miR-761, mmu-miR-1907, or mmu-miR-3473. It was notable that one of the target mRNAs, Birc5, promotes VEGF expression, regulates the expression of angiogenesis-associated factors, and increases endothelial angiogenesis and migration (20). In addition, extensive studies have proposed Lgals3 as a regulator of cell proliferation, apoptosis, adhesion, and migration, which affects many aspects of biological processes such as angiogenesis and tumorigenesis (21). Besides, circRNA.7078 may regulate the expression levels of Top2a, Cd44, Ms4a6c, and KNSTRN by sponging mmu-miR-761, mmu-miR-1907 or mmu-miR-3473, and mmu-miR-5710. Top2a has previously been reported as one of the top 10 core genes in a SCI model at 2 days after spinal cord injury (22). Top2a is expressed in proliferating cells during the S and G2M phases of the cell cycle, and is primarily involved in regulation of cell proliferation (23). circRNA.6777 may regulate the expression levels of Fn1 by sponging mmu-miR-7684-5p. Extensive studies investigating Fn1 have shown that it inhibits apoptosis and regulates EMT to promote melanoma proliferation and metastasis (7). Furthermore, Fn1 also participates in colorectal carcinogenesis by promotion vascular endothelial proliferation, migration, and invasion (24).

Angiogenesis is central to a number of pathophysiological processes, from embryogenesis to wound healing (25). It is a complex process including extensive interaction between endothelial cells (EC), soluble factors, and extracellular matrix components. It has been reported that vascular-related events such as vascular endothelial proliferation, migration, and angiogenesis promote the recovery of SCI (26). Previous studies have suggested that CD31 (PECAM-1) is involved in angiogenesis and plays an important role in the formation of new vessels by interaction with other endothelial cell-cell adhesion molecules (27). As a main angiogenetic factor, vascular endothelial growth factor A (VEGFA) promotes endothelial cell proliferation after injury in various types of tissue, including the central nervous system (28). It has been reported that the VEGF signaling pathway, initiated by VEGFA/VEGFR2, leads to endothelial cell proliferation, migration, survival, and new vessel formation (29). It is worth noting that endothelial cells start newly forming microvessels as early as 3 days after injury, restoring the density of microvessels to normal levels by 1 week after SCI (30). In our present study, western blot analysis confirmed a decreased protein expression of CD31, VEGF, and VEGFR2 3 days after SCI. Therefore, we propose that microvessels are destroyed during the early 3 days after SCI, after which endogenous signaling pathways are gradually activated to re-initiate vascular endothelial proliferation, migration, and angiogenesis. Based on KEGG pathways analysis, we found that 10 endogenous signaling pathways were associated with vascular endothelial proliferation, migration, and angiogenesis. The most altered circRNAs were enriched for ECM-receptor interaction and the PI3K-Akt signaling pathway. We were particularly interested in the VEGF signaling pathway host genes of altered circRNAs. We found that eight host genes of circRNAs, including PLCy, PKC, SPK, Ras, NFAT, COX2, MAPKAFK, and HSP27 were involved in the VEGF signaling pathway.

In our previous study, we revealed the circRNAs related to the progress of apoptosis after SCI (15). Apoptosis and angiogenesis are two different but important biological events after SCI. Apoptosis is mainly related to injury. However, angiogenesis is mainly related to repair and regeneration. Recently, some circRNAs have been reported to play a role in vascular endothelial proliferation, migration, and angiogenesis. For example, circRNA hsa_circ_0003575 induces vascular endothelial cell proliferation and angiogenesis by regulating oxLDL (31). It has been reported that upregulation of circRNA-MYLK promotes the growth, angiogenesis, and metastasis of bladder carcinoma xenografts (32). A recent study indicated that downregulation of circNfix promotes cardiomyocyte proliferation and angiogenesis while inhibiting cardiomyocyte apoptosis after myocardial infarction, attenuating cardiac dysfunction and improving the prognosis (33). However, the circRNAs involved in vascular endothelial proliferation, migration, and angiogenesis after SCI have not yet been clarified. Thus, we paid special attention to the roles of circRNAs that were related to angiogenesis after SCI. In this study, a new batch of SCI mice was used for independent sequencing. This independent sequencing result was approximately consistent with our previous data, which proves the reliability of the sequencing results. On the basis of reliable sequencing results, we revealed the function of circRNAs in angiogenesis for the first time. We also correlated mRNA and circRNA expression using ceRNA prediction in order to identify circRNAs related to vascular endothelial proliferation, migration, and angiogenesis based on the GO and KEGG analysis. As a result, we found 93 circRNAs involved in vascular endothelial proliferation, migration, and angiogenesis. These findings may be helpful to more thoroughly understand the mechanisms of the early stages of SCI and might present novel molecular targets for clinical therapy of SCI in the future.

## Conclusion

Our data suggest that the circRNAs circRNA.7079, circRNA.7078, and circRNA.6777 may affect vascular endothelial proliferation, migration, and angiogenesis after SCI. Our findings may provide new potential strategies for the treatment of SCI via circRNA modulation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: National Center for Biotechnology Information (NCBI) Gene expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE166967.

## Ethics Statement

The animal study was reviewed and approved by Zhejiang University School of Medicine.

## Author Contributions

FZ and L-lW conceived and designed this study. XY, JW, and YY performed the experiments. XY and YC wrote the manuscript. JC revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] SinghATetreaultLKalsi-RyanSNouriAFEhlingsMG. Global prevalence and incidence of traumatic spinal cord injury. Clin Epidemiol. (2014) 6:309–31. 10.2147/CLEP.S6888925278785PMC4179833

[2] NoonanVKFallahNParkSEDumontFSLeblondJCobbJ. Health care utilization in persons with traumatic spinal cord injury: the importance of multimorbidity and the impact on patient outcomes. Top Spinal Cord Injury Rehabil. (2014) 20:289–301. 10.1310/sci2004-28925477742PMC4252129

[3] DvorakMFNoonanVKFallahNFisherCGRiversCSAhnH. Minimizing errors in acute traumatic spinal cord injury trials by acknowledging the heterogeneity of spinal cord anatomy and injury severity: an observational Canadian cohort analysis. J Neuro. (2014) 31:1540–7. 10.1089/neu.2013.327824811484PMC4161054

[4] GuttmanMAmitIGarberMFrenchCLinMFFeldserD. Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature. (2009) 458:223–7. 10.1038/nature0767219182780PMC2754849

[5] JiaHMaHLiZChenFFangBCaoX. Downregulation of LncRNA TUG1 inhibited TLR4 signaling pathway-mediated inflammatory damage after spinal cord ischemia reperfusion in rats via suppressing TRIL expression. J Neuropathol Exp Neurol. (2019) 78:268–82. 10.1093/jnen/nly12630715406

[6] ZhouHJWangLQWangDBYuJBZhuYXuQS. Long noncoding RNA MALAT1 contributes to inflammatory response of microglia following spinal cord injury via the modulation of a miR-199b/IKKβ/NF-κB signaling pathwayAm J Physiol Cell physiol. (2018) 315:C52–61. 10.1152/ajpcell.00278.201729631367

[7] LiBShenWPengHLiYChenFZhengL. Fibronectin 1 promotes melanoma proliferation and metastasis by inhibiting apoptosis and regulating EMT. Onco Targ Ther. (2019) 12:3207–21. 10.2147/OTT.S19570331118673PMC6503329

[8] XuLYeXZhongJChenYYWangLL. New insight of circular RNAs' roles in central nervous system post-traumatic injury. Front Neurosci. (2021) 15:644239. 10.3389/fnins.2021.64423933841083PMC8029650

[9] JeckWRSharplessNE. Detecting and characterizing circular RNAs. Nat Biotechnol. (2014) 32:453–61. 10.1038/nbt.289024811520PMC4121655

[10] ChenLLYangL. Regulation of circRNA biogenesis. RNA Biol. (2015) 12:381–8. 10.1080/15476286.2015.102027125746834PMC4615371

[11] MemczakSJensMElefsiniotiATortiFKruegerJRybakA. Circular RNAs are a large class of animal RNAs with regulatory potency. Nature. (2013) 495:333–8. 10.1038/nature1192823446348

[12] JeckWRSorrentinoJAWangKSlevinMKBurdCELiuJ. Circular RNAs are abundant, conserved, and associated with ALU repeats. RNA. (2013) 19:141–57. 10.1261/rna.035667.11223249747PMC3543092

[13] LukiwWJ. Circular RNA (circRNA) in Alzheimer's disease (AD). Front Genet. (2013) 4:307. 10.3389/fgene.2013.0030724427167PMC3875874

[14] Cortés-LópezMMiuraP. Emerging functions of circular RNAs. Yale J Biol Med. (2016) 89:527–37.28018143PMC5168830

[15] YaoYWangJHeTLiHHuJZhengM. Microarray assay of circular RNAs reveals cicRNA.7079 as a new anti-apoptotic molecule in spinal cord injury in mice. Brain Res Bull. (2020) 164:157–71. 10.1016/j.brainresbull.2020.08.00432882320

[16] ZhangSZhuDLiHLiHFengCZhangW. Characterization of circRNA-Associated-ceRNA networks in a senescence-accelerated mouse prone 8 brain. Mol Ther. (2017) 25:2053–61. 10.1016/j.ymthe.2017.06.00928669840PMC5589091

[17] MehtaSLPandiGVEmugantiR. Circular RNA expression profiles alter significantly in mouse brain after transient focal Ischemia. Stroke. (2017) 48:2541–8. 10.1161/STROKEAHA.117.01746928701578PMC5575968

[18] BaiYZhangYHanBYangLChenXHuangR. Circular RNA DLGAP4 ameliorates ischemic stroke outcomes by targeting miR-143 to regulate endothelial-mesenchymal transition associated with blood-brain barrier integrity. J Neurosci. (2018) 38:32–50. 10.1523/JNEUROSCI.1348-17.201729114076PMC6705810

[19] JiangYJCaoSQGaoLBWangYYZhouBHuX. Circular ribonucleic acid expression profile in mouse cortex after traumatic brain injury. J Neurotr. (2019) 36:1018–28. 10.1089/neu.2018.564730261810

[20] ShangXLiuGZhangYTangPZhangHJiangH. Downregulation of BIRC5 inhibits the migration and invasion of esophageal cancer cells by interacting with the PI3K/Akt signaling pathway. Oncol Lett. (2018) 16:3373–9. 10.3892/ol.2018.898630127937PMC6096085

[21] HayashiYJiaWKidoyaHMuramatsuFTsukadaYTAkakuraN. Galectin-3 inhibits cancer metastasis by negatively regulating integrin β3 expression. Am J Pathol. (2019) 189:900–10. 10.1016/j.ajpath.2018.12.00530653955

[22] ShiZNingGZhangBYuanSZhouHPanB. Signatures of altered long noncoding RNAs and messenger RNAs expression in the early acute phase of spinal cord injury. J Cell Physiol. (2019) 234:8918–27. 10.1002/jcp.2756030341912

[23] KozukiTChikamoriKSurleacMDMiclutaMAPetrescuAJNorrisEJ. Roles of the C-terminal domains of topoisomerase IIα and topoisomerase IIβ in regulation of the decatenation checkpoint. Nucleic Acids Res. (2017) 45:5995–6010. 10.1093/nar/gkx32528472494PMC5449615

[24] ZhangHSunZLiYFanDJiangH. MicroRNA-200c binding to FN1 suppresses the proliferation, migration and invasion of gastric cancer cells. Biomed Pharmacother Biomed Pharmacother. (2017) 88:285–92. 10.1016/j.biopha.2017.01.02328113080

[25] ZhouTZhengYSunLBadeaSRJinYLiuY. Microvascular endothelial cells engulf myelin debris and promote macrophage recruitment and fibrosis after neural injury. Nat Neurosci. (2019) 22:421–35. 10.1038/s41593-018-0324-930664769PMC6913093

[26] MautesAEWeinzierlMRDonovanFNobleLJ. Vascular events after spinal cord injury: contribution to secondary pathogenesis. Phys Ther. (2000) 80:673–87. 10.1093/ptj/80.7.67310869130

[27] DeLisserHMChristofidou-SolomidouMStrieterRMBurdickMDRobinsonCSWexlerRS. Involvement of endothelial PECAM-1/CD31 in angiogenesis. Am J Pathol. (1997) 151:671–7. 9284815PMC1857836

[28] SköldMCullheimSHammarbergHPiehlFSunesonALakeS. Induction of VEGF and VEGF receptors in the spinal cord after mechanical spinal injury and prostaglandin administration. Eur J Neurosci. (2000) 12:3675–86. 10.1046/j.1460-9568.2000.00263.x11029637

[29] AbhinandCSRajuRSoumyaSJAryaPSSudhakaranPR. VEGF-A/VEGFR2 signaling network in endothelial cells relevant to angiogenesis. J Cell Commun Sig. (2016) 10:347–54. 10.1007/s12079-016-0352-827619687PMC5143324

[30] ChenMHRenQXYangWFChenXLLuCSunJ. Influences of HIF-lα on Bax/Bcl-2 and VEGF expressions in rats with spinal cord injury. Int J Clin Exp Pathol. (2013) 6:2312–22. 24228092PMC3816799

[31] LiCYMaLYuB. Circular RNA hsa_circ_0003575 regulates oxLDL induced vascular endothelial cells proliferation and angiogenesis. Biomed Pharmacother Biomed Pharmacother. (2017) 95:1514–9. 10.1016/j.biopha.2017.09.06428946214

[32] ZhongZHuangMLvMHeYDuanCZhangL. Circular RNA MYLK as a competing endogenous RNA promotes bladder cancer progression through modulating VEGFA/VEGFR2 signaling pathway. Cancer Lett. (2017) 403:305–17. 10.1016/j.canlet.2017.06.02728687357

[33] HuangSLiXZhengHSiXLiBWeiG. Loss of super-enhancer-regulated CircRNA Nfix induces cardiac regeneration after myocardial infarction in adult mice. Circulation. (2019) 139:2857–76. 10.1161/CIRCULATIONAHA.118.03836130947518PMC6629176

How the deposited data were processed for this re-analysis (not part of the article)

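Spinal cord RNA of 3 SCI and 3 sham samples was measured on one-color Agilent arrays, 1 array per sample. The authors' table holds log2 signals, 1 per probe and array, from Agilent Feature Extraction 12.0 after quantile normalization with limma, whose version is not stated. The methods also name low-intensity filtering, and whether it was applied to this table is open. The lowest signal in it was 0.315, and 22.7% of the other custom probes had a mean log2 signal under 1, so that many dim probes were kept. The value table of the series record held the same values. Background values and detection calls were not used here. The number of arrays limits the precision, and signals near the blank spots carry little information on the size of a change.

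Probes were divided by their identifiers into control probes, catalogue probes, the 37852 custom probes with the highest numbers (taken as circRNA probes) and the other custom probes. A probe annotation was not used here, so that the first circRNA probe is an inference from the numbers and from the count that the paper states. The circRNAs of Tables 1 and 3 were placed at probes by their printed fold changes. The rule set before the data were examined was to report every circRNA that the paper names, the host genes of Table 1, and members of fixed gene lists. The circRNAs' values in the paper's tables had been seen by then.

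Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) in a single fit over all non-control probes, with Benjamini-Hochberg adjustment within each probe class. Thresholds were a log2 difference of at least 1 and an adjusted p under 0.05. The thresholds of the paper's methods (at least 2-fold, unadjusted p under 0.05) and an unadjusted p under 0.01 were counted beside it. Sample correlations were Pearson r over probes, and clustering used average linkage on 1 - r. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

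The fit was tested on simulated data. Of 50 circRNA probes each given a log2 change of 1.5, 2, 3 and 5, 66%, 86%, 88% and 100% were recovered, with 6 false calls among 37852 probes. The simulated noise was independent between probes and equal in both groups, and only 200 probes were changed. In the real data the median SD was 0.133 in the SCI group and 0.233 in the sham group, and neighbouring probes changed together. The simulation therefore checks the working of the fit and does not give its power or false calls on the real samples.

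Alternatives set before the data were examined were the methods' t-test, an intensity trend with a robust prior, filters at the lower quartile (2.18) and the median (5.20) of the probes, a floor at 2.26, centring and quantile normalization within the class, adjustment over all probes, the replicate number as a block, array weights, and each sample left out in turn. Alternatives chosen after the data were seen were the methods' t-test in its unequal-variance form with linear fold changes, a shift by the spike-in controls, sham replicate 1 as the only sham sample, other choices of the first circRNA probe and, for the sample correlations only, centring, quantile normalization within the class and a filter at the median of all probes.

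Not analysed here, because probes could not be paired with genes, were mRNAs by gene, the fixed gene lists as set tests, host genes of all altered circRNAs, circRNAs against host mRNAs, direction of circRNAs of 1 host, chromosomes, and several probes of 1 circRNA. The real-time PCR and western blot data were not used here.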

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

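Outside the circRNA probes and the catalogue probes, 84234 custom probes remained. The paper's results do not give a count for them. In limma, 1722 of them were at least 2-fold higher and 1407 at least 2-fold lower after SCI at an adjusted p under 0.05. They drew attention as a signal in probes that the paper does not discuss as a class. What these probes measure could not be read from their numbers, and whether some belong to the mRNAs that the paper analyses is open. No biological explanation was tested.

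The balance of the directions depended on the scaling, with 1916 higher and 896 lower after centring on the class median and 1532 higher and 2414 lower after a shift by the spike-in controls, a test chosen after the values had been seen. The test moved the counts further, to 6516 higher and 6855 lower with array weights and 1027 higher and 792 lower with the methods' t-test. Its unequal-variance form, also chosen after the values had been seen, gave 151 higher and 87 lower, with the fold change also taken from mean linear signals. The counts also moved with each sample left out, where fewer samples lower the power of the test. They were 4649 higher and 4553 lower without sham replicate 1, 899 higher and 637 lower without sham replicate 2, 397 higher and 140 lower without sham replicate 3, 374 higher and 131 lower without SCI replicate 1, 764 higher and 420 lower without SCI replicate 2 and 894 higher and 555 lower without SCI replicate 3. The 6 samples allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1722 and 1407, and the highest count of another split was 0 for each (1 of 10 splits reached the real count).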

How the results depend on the processing

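The unequal-variance form of the test, the shift by the spike-in controls, sham replicate 1 as the only sham sample, the other choices of the first circRNA probe and, for the correlations, centring, quantile normalization within the class and the filter at the median of all probes were chosen after the data were seen. All 28 named circRNAs kept their direction in every setting in which they had a value. Tables 1 and 3 list 27 of them for their change on these same arrays. In settings that keep the values unchanged, the direction was fixed in advance, since SCI and sham values did not overlap in any of these 28 circRNAs. Of these, 26 passed the adjusted threshold, and the number was 0 with the replicate block, without SCI replicate 1, 2 or 3, without sham replicate 3, with sham replicate 1 as the only sham sample and with the methods' t-test in its unequal-variance form. It was 18 with the methods' t-test, 1 without sham replicate 2 and 27 without sham replicate 1. The cause was not tested for any change below, beyond the smaller number of samples or probes where a setting leaves some out.

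The circRNA counts (1009 higher, 291 lower; 1929 and 426 unadjusted; 1160 and 324 at an unadjusted p under 0.01) stayed within 1.5 times with the intensity trend, the filter at the lower quartile, the floor, centring, adjustment over all probes, and circRNA probes counted from the lowest placed number. The value table of the series record is the same table and tests nothing. With the methods' t-test, 484 circRNAs were higher and 174 lower at the adjusted threshold, and 1027 other custom probes higher and 792 lower. With the filter at the median, 183 circRNAs were lower at the adjusted threshold, 938 higher and 190 lower unadjusted and 728 higher and 181 lower at 0.01, with 877 other custom probes lower. Centring gave 1267 catalogue probes and 896 other custom probes lower. Quantile normalization within the class gave 468 circRNAs lower at the adjusted threshold, 791 unadjusted and 527 at 0.01.

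Array weights (0.218 for sham replicate 1, 7.00 for sham replicate 3) gave 3539 higher and 876 lower at the adjusted threshold, 3636 higher and 929 lower unadjusted and 3292 higher and 771 lower at 0.01, 1412 catalogue probes lower, and other custom probes 6516 higher and 6855 lower. With the replicate block, limma called 0 circRNAs higher and 0 lower, 0 and 0 other custom probes, and 1354 catalogue probes higher, while 1836 higher and 429 lower circRNAs passed unadjusted. The replicate numbers do not pair the samples: the deviations from the group means correlated at -0.05, -0.05 and -0.01 within numbers 1, 2 and 3, and 0 of 6 samples correlated best with the sample of its own number.

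With each sample left out in turn, where a group is left with 2 samples, circRNAs ranged over 0 to 3231 higher and 0 to 787 lower at the adjusted threshold, 1339 to 3785 and 336 to 913 unadjusted, and 745 to 2921 and 214 to 705 at 0.01. Catalogue probes ranged over 1438 to 3115 and 603 to 1276, and other custom probes over 374 to 4649 and 131 to 4553. The highest circRNA counts were without sham replicate 1 (3231 and 787), 955 of the 1009 higher and 278 of the 291 lower circRNAs being called there too. The count was 38 and 0 without sham replicate 2, and 0 and 0 without SCI replicate 1, SCI replicate 2, SCI replicate 3 or sham replicate 3.

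The methods' t-test in its unequal-variance form, with linear fold changes, gave circRNA counts of 8 and 1 at the adjusted threshold, 1081 higher unadjusted and 474 and 188 at 0.01, catalogue probes 969 and 445, and other custom probes 151 and 87. The shift by the spike-in controls moved the median log2 difference of circRNA probes from -0.03 to -0.15 and gave 613 circRNAs lower at the adjusted threshold, 790 unadjusted and 619 at 0.01, 1236 catalogue probes and 2414 other custom probes lower. With sham replicate 1 as the only sham sample, assumed to vary like the SCI samples, limma gave 0 and 0 circRNAs at the adjusted threshold, 1209 higher and 396 lower unadjusted, 211 lower at 0.01, catalogue probes 898 higher and 220 lower, and other custom probes 130 higher and 199 lower. With all custom probes taken as circRNA probes, the counts were 2711 and 1736 adjusted, 5409 and 3417 unadjusted and 3353 and 2151 at 0.01.

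Sham replicate 1 stayed in the cluster of the SCI samples (4 samples) with quantile normalization within the class and over both sets of brighter circRNA probes. Centring cannot change r and tests nothing here. Over circRNA probes above their own median, the mean r was 0.987 between SCI samples, 0.919 between SCI and sham samples and 0.951 between sham replicate 1 and SCI samples. Above the median of all probes it was 0.988 between SCI samples and 0.957 between sham replicate 1 and SCI samples. The mean r of sham replicate 1 with the other sham samples was 0.945 and 0.941 in these sets. Above their own median, its r with sham replicate 3 (0.959) was higher than with any SCI sample (0.943 to 0.958), unlike over all circRNA probes. Alternatives for mRNAs, gene lists, host genes, chromosomes and circRNAs with several probes were not run, since probes could not be paired with genes. Probes near the blank spots limit what can be said of the size of a change, and 6 of the 28 named circRNAs had a sham sample there.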

Differences from the paper's values

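The paper reports 1288 altered circRNAs, 991 of them higher, at a change over 2-fold and an unadjusted p under 0.05. At these thresholds limma gave 2355 altered, 1929 of them higher. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's total with the methods' t-test (1876), the filter at the median (1128), the floor (1868), and without SCI replicate 3 (1686), sham replicate 2 (1791) or sham replicate 3 (1880). The filter at the median leaves a value for 13 of the 28 circRNAs that the paper names and removes the others. The total did not come within 1.5 times with the intensity trend (2443), the filter at the lower quartile (2219), centring (2330), quantile normalization within the class (2404), adjustment over all probes (2355), the replicate block (2265), array weights (4565), or without SCI replicate 1 (2036), SCI replicate 2 (2135) or sham replicate 1 (4698).

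The number of higher circRNAs came within 1.5 times the paper's with the filter at the median (938) and without SCI replicate 3 (1339) or sham replicate 2 (1455). It did not with the methods' t-test (1508), the intensity trend (2013), the filter at the lower quartile (1829), the floor (1536), centring (1838), quantile normalization within the class (1613), adjustment over all probes (1929), the replicate block (1836), array weights (3636), or without SCI replicate 1 (1562), SCI replicate 2 (1620), sham replicate 1 (3785) or sham replicate 3 (1495). Among settings chosen after seeing the values, the methods' t-test in its unequal-variance form with linear fold changes gave 1419 altered, 1081 higher and 338 lower. It keeps the 20 circRNAs of Table 1 by construction, since these were placed by the fold changes and p-values that it gives. Sham replicate 1 as the only sham sample gave 1605 altered, 1209 of them higher.

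The paper's p-value of circRNA.7079 is 0.004436. limma gave an unadjusted 1.3e-05, and the methods' t-test, set before the data were examined, gave 0.00020. The methods' t-test in its unequal-variance form, chosen after seeing the values, gave 0.004436. The paper's methods name Student's t-test without stating a form. Of these tests, only the unequal-variance form gave the printed p-value of circRNA.7079. It also gave 20 of the 20 p-values printed in Table 1 (tolerance 1e-06). The printed p-values therefore follow from that form, while the methods' t-test stands here for the equal-variance form.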

Other observations

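In this part, the tests of mislabelling, of neighbour covariance, of the control spots and of shuffled probe orders were chosen after the results had been seen. The tests of a mixed sample by linear shares, of dim probes and of neighbour noise by correlation were set before their values were known.

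Sham replicate 1 lay nearer to the SCI samples than to the other sham samples over all circRNA probes, though not for sham replicate 3 among probes above their median. Over the 4018 circRNAs called without it, its median position was 0.67 on a scale from the other sham samples (0) to the SCI samples (1), with an upper quartile of 0.917. These circRNAs were called with the arrays that set the scale, which can place any left-out array below 1. No left-out SCI array was placed there for comparison, so that the position alone does not decide on a mislabelled SCI sample. Such a sample is argued against by the covariance between neighbouring probes. Its lowest value for the difference between an SCI sample and sham replicate 1 was 3.39 times the highest value between SCI samples. For RNA of injured cord mixed into sham replicate 1 the tests point in different directions. The test set in advance asked for about the same median share in higher and lower circRNAs. The median linear shares were 0.595 and 0.540, which met it. The shares of single circRNAs spread widely, with quartiles of 0.249 and 0.892 among the higher and 0.331 and 0.824 among the lower. This spread was not set against noise, so that 1 share common to all circRNAs was not shown. A test added later asked whether the difference between sham replicate 1 and the other sham samples carries the covariance between neighbouring probes that the injury carries, and it reached at most 0.335 times the value between SCI samples and sham replicate 1, which argues against part of the injury signal as the whole cause. The linear shares rest on circRNAs called against sham replicates 2 and 3, which also set the scale of the share. The test added later argues against a mixed sample as the whole cause, the test set in advance does not, and a mixed sample stays open. For dim probes as a cause, the clustering kept sham replicate 1 with the SCI samples over probes above the median. Its mean r there was 0.957 with the SCI samples against 0.941 with the other sham samples, but the ranges overlapped (0.950 to 0.963 and 0.927 to 0.955). The clustering rests on the same correlations, so that neither decides. The test set in advance did not decide either. Above the median of all probes the lowest r with an SCI sample was 0.0058 below the highest r with a sham sample (difference -0.0058). Dim probes stay open as a cause.

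A technical split of sham replicates 2 and 3 from the other arrays is a candidate explanation, for which the controls point in different directions. On 16 of 27 control spots without matching sample RNA, both lay above the other 4 arrays, against at most 8 spots for any other pair of arrays. Among circRNA probes, both lay beyond the other arrays in 52.7%, against at most 24.4% for any other pair of arrays (SCI replicates 1 and 3). This restates the position of sham replicate 1 between the groups and cannot tell a technical split from another cause. The E1A spike-in controls do not show this split. Their mean was 9.58, 9.57 and 9.65 in sham replicates 1, 2 and 3 and 9.70 to 9.73 in the SCI samples, so that sham replicate 1 lay with the sham samples. The paper and the labels name no batch, and sample RNA binding to such spots could not be excluded. Because sham replicates 2 and 3 belong to 1 group, a split of this kind could add to the difference between SCI and sham samples in part of the circRNAs. A difference between the animals was not tested.

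circRNA probes with neighbouring numbers changed together. The log2 differences of 36068 pairs with consecutive numbers correlated at r = 0.334 (across probes, which are not independent), above 0.016, the highest of 1000 shuffled orders. The correlation was 0.273 at a distance of 2 numbers, 0.109 at 10 and -0.0018 at 50. Where both probes of a pair counted as altered at the adjusted threshold, both were higher in 350 pairs, both were lower in 60 and they went in opposite directions in 5. Noise shared by neighbouring probes was tested in 2 ways. By correlation, as set in advance, r was 1.46 times the highest value for a difference within a group, short of the 1.5 set as the bound, so that this test did not decide. That ratio sets a difference of group means against differences of single arrays. Between single arrays, r had a median of 0.220 between groups (0.163 to 0.505), below the highest within the SCI group, 0.228. By covariance, a test added later, the lowest value between groups was 2.98 times the highest within a group, which argues against shared noise as the whole cause. Because only the later test excludes it, shared noise stays open for part of the pattern. Among the placed circRNAs, neighbouring probes share the host genes Lgals3, Ms4a6c and Col19a1. Transcription of a host gene, linear RNA included, may move its circRNA probes together, and this was not tested beyond these pairs.

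The 6 samples allow 10 splits into 3 and 3, too few for a share under 0.05. For each count, 1 of 10 splits (the real one) reached the real value. The real split gave 1009 circRNAs higher and 291 lower at the adjusted threshold, with 0 as the highest count of another split. Unadjusted it gave 1929 and 426, with 361 as the highest other, in the split that sets SCI replicate 1 and sham replicates 2 and 3 against the rest. At an unadjusted p under 0.01 it gave 1160 and 324, with 71 as the highest other. For catalogue probes it gave 2182 higher and 783 lower, with 0 as the highest other.

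Both GAPDH control probes were lower after SCI, by log2 differences of -0.29 and -0.33, and by -0.41 and -0.45 after the shift by the spike-in controls. An exact permutation test gave p = 0.1 for both, the smallest p that 3 samples against 3 allow. Against sham replicate 1 alone, the differences were -0.13 and -0.08. The PGK1 probes differed by -0.13 and 0.12 (exact permutation test, p = 0.2 for both).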
